A study of Homo sapiens with 10 samples. Its data were reported in "Unique properties of a subset of human pluripotent stem cells with high capacity for self-renewal" (2020).

How the data were processed

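RNA was measured by sequencing in 10 libraries of the human embryonic stem cell line that the labels call HES9, 5 from the general unsorted population and 5 from the HHH fraction sorted for high GCTM-2, CD9 and EPCAM. The study's text states that the cells of its transcriptome analysis were WA09, and whether the 2 names stand for the same cells is not resolved here. The population, batch and replicate number of each library were taken from its title. The design text of the deposit mentions treatment with a protein kinase C inhibitor, which no label of these libraries carries. Whether any of them was treated is not resolved here. The aligner, the counting tool, the genome build and the gene annotation that the authors used for these libraries are not stated in the labels or in the study's methods.

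Both kinds of deposited values were used. The first holds whole fragment counts per Ensembl gene, which the authors deposited without normalization. It has 55841 gene identifiers. Among the 23750 genes with at least 100 counts, 50 had the same counts as another gene in all libraries, as counting a fragment for each gene it overlaps would give. Totals can therefore exceed the number of fragments, and genes that overlap others or have pseudogene copies are uncertain. The second holds log2 values, a score that the authors deposited after TMM scaling and conversion to RPKM, as its name states. It is empty where the count is 0, and over the 27641 genes counted in every library the means of the batches were equal to within 9.2e-14. A batch term had thus been subtracted per gene before deposit, so these values served only as an alternative.

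Identifiers were matched to GENCODE 44 (GRCh38) for symbols, coordinates, biotypes, GC content and overlaps, and coordinates are given 1-based in that build. Of the identifiers 88.5% matched, and 94.0% of the tested genes did. Identifiers without a match took 7.44% (95% Wilson interval 7.43 to 7.45) to 20.3% (20.3 to 20.4) of the counts of a library. They stayed in library sizes and tests. LHX1 and UHRF1 had no matching identifier and are not analysed here.

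Genes were kept by edgeR's filterByExpr with the population as the group and a minimum count of 10, which left 23552. Counts were scaled by TMM, whose factors ran from 0.832 to 1.18, and HHH was compared with general in all 10 libraries by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with batch as an additive term, two-sided, with Benjamini-Hochberg adjustment over all tested genes. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. The standard error of a log2 fold change was its size divided by the square root of F. CPM values used the TMM-scaled library size. Interaction of batch and population was tested in the same way. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry. The common biological coefficient of variation was 0.128, and 1 count stood for 0.0153 to 0.0229 CPM.

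The design, the gene lists of the report and most alternatives were fixed before the data were examined. Named genes were those of the lists taken from the study's text, and for each direction the 6 genes with a symbol and the largest absolute log2 fold change among those called, with the same direction in both batches and a mean of at least 1 CPM in the higher population. Sets were small nuclear and nucleolar RNAs, nuclear oxidative phosphorylation genes, mitochondrially encoded mRNAs, ribosomal protein genes, S phase genes, G2/M genes and neural genes. The neural list was written after the first rows of a supplementary table of the study, which include LHX5, had been seen. A further 3 lists (ERK target genes seen among the calls, ERK target genes not looked at before, and stress and immediate early genes) were written after a first look at the fit.

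Replicate numbers are shared by 4 pairs of libraries within a batch, and whether the numbers pair the libraries was checked by correlating the deviations of the libraries from the mean of their population and batch. The correlations were 0.113 in batch 1 (replicate 2) and 0.239, 0.143 and 0.113 in batch 2 (replicates 1, 2 and 3). All exceeded 0.1, and pairs of different numbers in batch 2 ran from -0.126 to -0.0051. Deviations from a mean cancel within each population and batch, so positive values for shared numbers make those for different numbers negative on balance. The negative values are thus not separate evidence of pairing. The replicate block was an alternative fit and is given where it changes a call.

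Alternatives were no batch term, the replicate block, other scalings (RLE, upper quartile, library size only), other filters (none, or at least 1 CPM in at least 5 libraries), DESeq2 1.42.0, limma with voom, limma on the deposited log2 values, small RNAs and mitochondrially encoded genes left out, an adjusted p under 0.01, a fold over 2, a test against 1.5-fold, each batch alone, and each library left out in turn. Removal of a trend with GC content from each library (a spline with 5 degrees of freedom), the same with the replicate block, fry with the replicate block, and centring of the deposited log2 values were added after the data had been seen. The interaction was not refitted without single batch 1 libraries, which would leave 1 library in a population.

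The fits were tested on simulated data, drawn from the means, dispersions and library sizes of the real libraries with 200 genes changed. These genes had a mean of at least 1 CPM and were changed by 2-fold or more. Recovery of changes nearer the 1.5-fold threshold, or of genes under 1 CPM, was therefore not tested. Over 23261 genes, 199 of the 200 were recovered (99.5%) with 9 false calls, and with no gene changed there were 0 calls over 23226 genes. With the same changes in batch 2 alone, 149 of 200 were found by the interaction test over 23194 genes, with 8 false ones. A trend with GC content put into 3 libraries gave 2561 interaction calls over 23227 genes, and 1 after the correction. A set of 80 genes raised by a small amount had a camera p of 7.90e-28 and a fry p of 4.74e-07 over 23229 genes, and a set left alone had 0.389 and 0.147. Each gene was drawn independently, so the simulation could not show how either test behaves where the genes of a set vary together.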

Results

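The data were bulk RNA sequencing of a human embryonic stem cell line that the labels name HES9, cultured without feeder cells. A general population of all cells, unsorted, was compared with the fraction carrying the highest levels of 3 surface antigens, GCTM-2, CD9 and EPCAM. This sorted fraction is called HHH here, and the study regards it as the self-renewing subset of the culture. Each population had 5 libraries. The labels place them in 2 batches, with 2 general and 2 HHH libraries in batch 1, and 3 of each in batch 2. Total counts ranged from 47242595 to 78503395 per library, with a mean of 60.1 ± 12.4 M (SD, n = 5) in the general population and 53.0 ± 3.36 M (SD, n = 5) in HHH. At these depths 3 counts, taken as the floor of detection, stood for 0.0460 to 0.0687 CPM (counts scaled to a common library size), and this floor covers counting error only. For 2 libraries of the same population and batch, the chi-square of their counts was 7.78 to 71.2 times its degrees of freedom. Separate samples differ by more than counting noise in any case. These values show only how far counting noise understates the spread between libraries.

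The batches differed more than the populations did. The first principal component of the log2 CPM values held 58.3% of the variance, and batch accounted for 94.1% of it. The second component held 11.7%, and population accounted for 91.2% of it. Small nuclear and nucleolar RNAs took 3.80 ± 1.00% of the counts (SD, n = 4) in batch 1 and 0.606 ± 0.108% (SD, n = 6) in batch 2. The 10 most abundant genes took 20.9 ± 2.54% of the counts (SD, n = 4) in batch 1 and 9.68 ± 1.47% (SD, n = 6) in batch 2. Batch was therefore a term in the comparison of the populations.

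**Figure D1:**
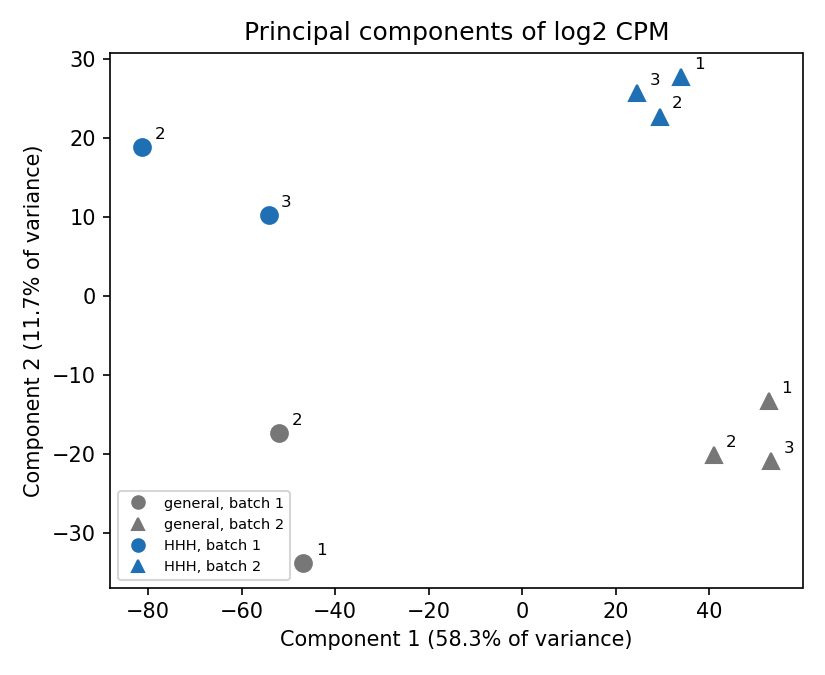
Principal component 1 (58.3% of the variance) against component 2 (11.7%) of the log2 CPM values, with each point 1 of the 10 libraries, coloured by population, shaped by batch and numbered by replicate. The batches separate along the horizontal axis and the populations along the vertical axis.

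The comparison of HHH with the general population asked which genes set the self-renewing fraction apart from the bulk of the culture. Of 23552 genes tested with edgeR's quasi-likelihood test, 1373 differed at a Benjamini-Hochberg adjusted p under 0.05. Of these, 701 differed by more than 1.5-fold, with 150 higher and 551 lower in HHH, so that 78.6% of them were lower. The median log2 fold change of all tested genes was 0.016. Among the 701 genes, 525 were annotated as protein coding, 21 were small nuclear or nucleolar RNAs, and 70 shared 20% or more of their exonic bases with another counted gene, so that their reads cannot be assigned to 1 gene. The number moved most when the test itself was set against a 1.5-fold change, which left 132 genes, 1 higher and 131 lower. Without the batch term 151 genes remained over the thresholds. When 1 library was left out, the number ran from 523 genes without general batch 2 replicate 3 to 963 without HHH batch 1 replicate 3. The split between directions depended on the scaling of the values. On the log2 values that the authors deposited, 39 genes were higher and 864 lower in limma's test with batch as a term, where the median log2 fold change of all genes was -0.12. After each library of that table was centred on its median, 128 genes were higher and 447 lower.

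**Figure D2:**
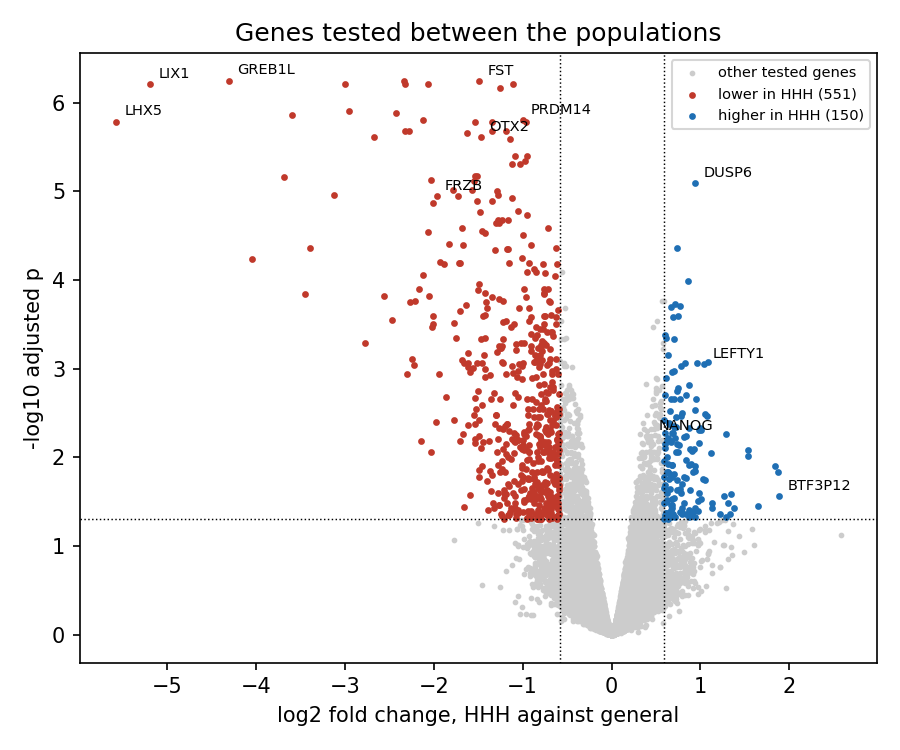
Log2 fold change of HHH against general for each tested gene (horizontal axis) against the negative log10 of its adjusted p (vertical axis), with the 551 lower and 150 higher genes coloured and dotted lines at the 1.5-fold and 0.05 thresholds. Extremes are given for called genes with a symbol and the same direction in both batches. Only genes with a mean of at least 1 CPM in the higher population were considered for this. Among these the log2 fold change ran from -5.57 (LHX5) to 1.88 (BTF3P12).

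Fitted alone, batch 1 gave 136 genes past both thresholds, 69 higher and 67 lower, and batch 2 gave 1178, 235 higher and 943 lower. Over the 22821 genes tested in both batches, the log2 fold changes correlated with Pearson's r of 0.291 and Spearman's rho of 0.136 across genes, which are not independent replicates. Among these genes 58 passed both thresholds in each batch, and all 58 had the same direction in both. Of the 1105 batch 2 calls among them, 911 (82.4%) had the same direction in batch 1, and of the 130 batch 1 calls 95 (73.1%) had the same direction in batch 2. Over genes with a mean of at least 10 CPM, Pearson's r was 0.203. Of the 701 genes of the pooled fit, 99.7% of those fitted in both batches had the same direction in each. Calling genes over both batches together favours genes that agree, so this share is not separate evidence of agreement. A test of the difference itself, the interaction of batch and population in edgeR's quasi-likelihood test, found 183 genes at an adjusted p under 0.05. In 170 of them the change in HHH was more negative in batch 2, and in 13 more positive. That number lay between 25 (without general batch 2 replicate 3) and 114 when 1 batch 2 library was left out. It also fell to 17 when a trend with GC content was removed from each library, an alternative chosen after the data had been seen.

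The 6 genes with the largest reductions in HHH, chosen by the rule given with the methods, included some that came near the floor there. LHX5 (ENSG00000089116, chromosome 12, 113462033 to 113472280) had 6.82 ± 3.23 CPM (SD, n = 5) in general and 0.145 ± 0.128 CPM (SD, n = 5) in HHH, where its counts ran from 3 to 16. Its log2 fold change was -5.57 with a standard error of 0.41, at an adjusted p of 1.63e-06 (edgeR). LIX1 (ENSG00000145721, chromosome 5, 97091867 to 97142753) had a log2 fold change of -5.19 (SE 0.33, edgeR adjusted p 6.16e-07), with at most 8 counts in any HHH library. GREB1L (ENSG00000141449, chromosome 18, 21242232 to 21526112) fell from 13.0 ± 6.71 CPM to 0.632 ± 0.173 CPM (SD, n = 5 each), a log2 fold change of -4.31 (SE 0.24, edgeR adjusted p 5.66e-07), with 19 to 48 counts in the HHH libraries. The noncoding RNA LINC01833 and the genes IRX1 and WFIKKN2 followed, with log2 fold changes of -4.05, -3.60 and -3.40. All 6 were lower than the general mean of their batch in 5 of 5 HHH libraries, and all kept an adjusted p under 0.05 in the 10 fits that each left out 1 library.

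The 6 genes with the largest increases by the same rule were of another kind. They were 2 processed pseudogenes (BTF3P12 and RPS29P11), 3 small nuclear or nucleolar RNAs (RNVU1-34, SNORD14E and RNU1-28P) and the microRNA gene MIR762, whose whole length lies within exons of BCL7C. BTF3P12 had 1.53 ± 0.473 CPM in general and 5.65 ± 4.32 CPM in HHH (SD, n = 5 each), a log2 fold change of 1.88 (SE 0.46, edgeR adjusted p 0.0273). The other 5 had log2 fold changes between 1.22 and 1.87, with adjusted p between 0.00549 and 0.0438. Reads of such genes can come from a parent gene or a host gene, so that their source is uncertain. SNORD14E alone among the 6 kept an adjusted p under 0.05 in all 10 fits that left out 1 library. MIR762 kept it in 8 (0.0577 without general batch 1 replicate 2). RNVU1-34 and BTF3P12 kept it in 4, RPS29P11 in 3 and RNU1-28P in 2, and without HHH batch 1 replicate 2 these reached an adjusted p of 0.0873, 0.118, 0.104 and 0.186. The MIR762 change was 3.17 in batch 1 alone and 0.67 in batch 2 alone, and these differed (edgeR interaction, adjusted p 0.0337). With the replicate number as a block the adjusted p of MIR762 was 0.0709.

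The transcripts of the sorting antigens were examined first among the genes chosen in advance. EPCAM (ENSG00000119888, chromosome 2, 47345158 to 47387601) had 148 ± 37.2 CPM in general and 196 ± 42 CPM in HHH (SD, n = 5 each), a log2 fold change of 0.41 (SE 0.081, edgeR adjusted p 0.00645). CD9 (ENSG00000010278, chromosome 12, 6199715 to 6238271) had 71.3 ± 23.2 CPM in general and 84.0 ± 10.6 CPM in HHH (SD, n = 5 each). Its log2 fold change of 0.29 (SE 0.12) did not pass the threshold, at an adjusted p of 0.195. The CD9 change was -0.10 in batch 1 alone and 0.54 in batch 2 alone, though the interaction did not pass the threshold (edgeR adjusted p 0.105). With the replicate number as a block the CD9 difference passed it, with a log2 fold change of 0.46 at an adjusted p of 0.0186. Without HHH batch 1 replicate 3 it also passed, at an adjusted p of 0.0305. Adjusted over the list alone, both antigens passed (2 of 2), and over all genes 1 did.

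Among the core pluripotency factors NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799146) was higher in HHH, with 32.5 ± 3.62 CPM in general and 44.2 ± 3.75 CPM in HHH (SD, n = 5 each), a log2 fold change of 0.44 (SE 0.084, edgeR adjusted p 0.00572). POU5F1 did not differ beyond the spread between replicates (log2 fold change 0.13, SE 0.090, adjusted p 0.417). SOX2 was slightly lower in HHH in 5 of 5 libraries, with a log2 fold change of -0.26 (SE 0.068, adjusted p 0.0375). The SOX2 call was not stable. Its adjusted p was 0.0773 with the replicate number as a block, and it stayed under 0.05 in 2 of the 10 fits that left out 1 library, reaching 0.127 without HHH batch 2 replicate 2. Of the 3 factors, 2 passed when adjusted over the list alone and 2 over all genes.

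The study names 7 genes of the Nodal, MAPK and WNT pathways, and the marker POU3F1, as higher in the HHH fraction, and since it chose them on these samples, a count adjusted over the list alone is not independent evidence. All 8 genes passed at an adjusted p under 0.05, both over all genes and adjusted over the list alone. Of these, SPRY2 (log2 fold change 0.44) and POU3F1 (0.53) changed by less than 1.5-fold, the level above which the study counted its changed genes. DUSP6 (ENSG00000139318, chromosome 12, 89347235 to 89352501), which encodes a phosphatase of ERK, had the smallest adjusted p of the 8, with 147 ± 57.8 CPM in general and 272 ± 70.6 CPM in HHH (SD, n = 5 each), a log2 fold change of 0.94 (SE 0.082, edgeR adjusted p 8.14e-06). LEFTY1 (ENSG00000243709, chromosome 1, 225886282 to 225911382) rose from 10.3 ± 3.35 to 21.4 ± 4.54 CPM (SD, n = 5 each), a log2 fold change of 1.04 (SE 0.15, edgeR adjusted p 8.79e-04), though a fraction of 0.466 of its exonic bases is shared with an overlapping locus. The log2 fold changes of DACT1, NODAL, DUSP5 and SPRY2 were 0.96, 0.79, 0.68 and 0.44, and these genes were higher than the general mean of their batch in 5 of 5 HHH libraries. LEFTY2 had a log2 fold change of 0.68 at an adjusted p of 0.0167, which became 0.0779 with the replicate number as a block and 0.0530 without general batch 2 replicate 3. POU3F1 was at the threshold, with an adjusted p of 0.0497. Its log2 fold change was 1.05 in batch 1 alone and 0.17 in batch 2 alone, and these differed (edgeR interaction, adjusted p 0.0456). With the replicate number as a block the adjusted p of POU3F1 was 0.158, and 1 of the 10 fits that left out 1 library kept it under 0.05, with 0.129 at the highest, without general batch 1 replicate 1.

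Of the 8 WNT and BMP pathway genes that the study names as lower in HHH, also chosen on these samples, 7 passed over all genes and 7 adjusted over the list alone. FST (ENSG00000134363, chromosome 5, 53480626 to 53487134), which encodes follistatin, fell from 15.5 ± 2.60 to 5.48 ± 0.891 CPM (SD, n = 5 each), a log2 fold change of -1.49 (SE 0.088, edgeR adjusted p 5.68e-07). FRZB (ENSG00000162998, chromosome 2, 182833275 to 182866637) fell from 6.19 ± 2.40 to 1.53 ± 0.126 CPM (SD, n = 5 each), a log2 fold change of -1.97 (SE 0.18, edgeR adjusted p 1.13e-05). WNT4 had a log2 fold change of -2.12 from a mean of 1.10 CPM in general. FZD8, FZD5, BMP4 and BMP2 had log2 fold changes of -1.01, -0.99, -0.81 and -0.78. The exception was FZD3 (ENSG00000104290, chromosome 8, 28494205 to 28574267), which had 142 ± 26.7 CPM in general and 141 ± 15.0 CPM in HHH (SD, n = 5 each), a log2 fold change of 0.0012 (SE 0.074, edgeR adjusted p 0.995). Its sign was negative under 12 of 22 alternatives, and its adjusted p was at least 0.593 in each of the 22.

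**Figure D3:**
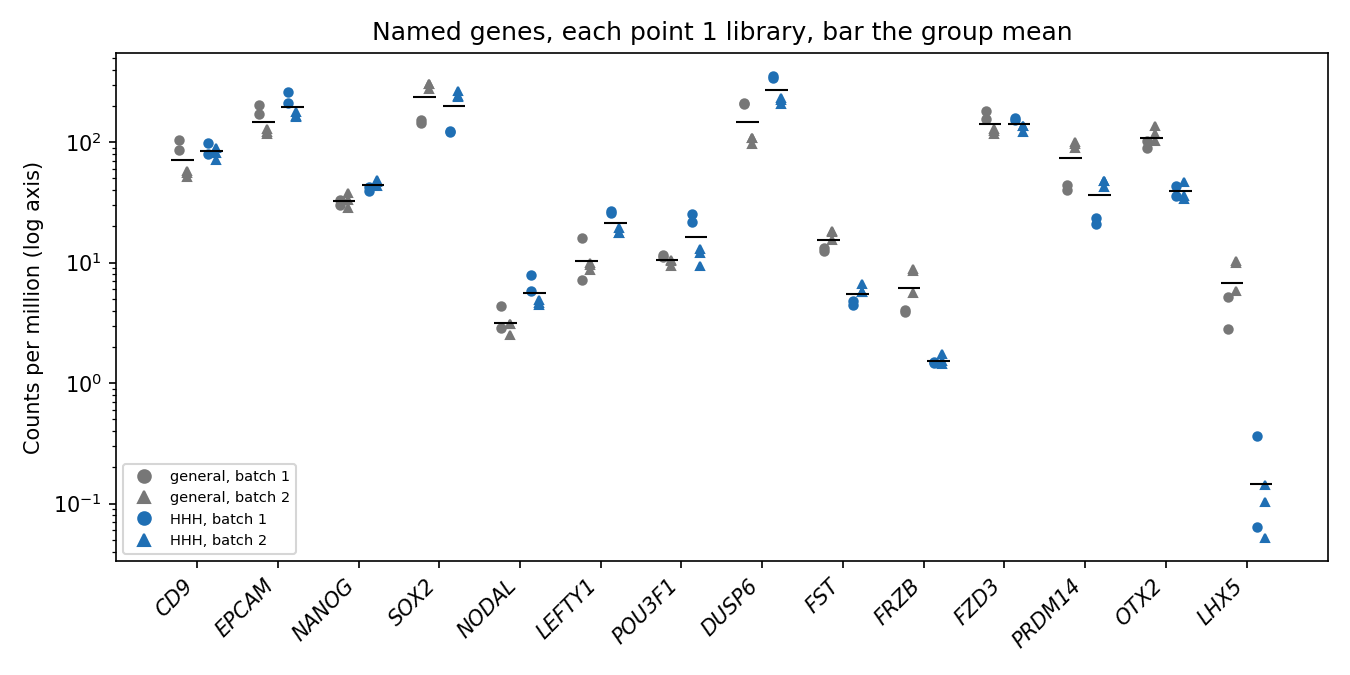
CPM of 14 named genes on a log axis, each point 1 library, grey for general and blue for HHH, circles for batch 1 and triangles for batch 2, with a horizontal bar at the mean of the 5 libraries of each population. LHX5 separates the populations by the widest margin of the genes drawn, FZD3 has means of 142 and 141 CPM, and the POU3F1 difference is seen in batch 1.

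Genes of the naive state and of neighbouring lineages were then examined for expression, taken as a mean of at least 1 CPM. The naive-state genes PRDM14, TFCP2L1, ZFP42, DPPA2 and TFAP2C passed this level in both populations. PRDM14 (ENSG00000147596, chromosome 8, 70051651 to 70071693) was lower in HHH, with 74.1 ± 29.4 CPM in general and 36.5 ± 13.1 CPM in HHH (SD, n = 5 each), a log2 fold change of -1.0 (SE 0.072, edgeR adjusted p 1.58e-06), and was below the general mean of its batch in 5 of 5 HHH libraries. TFAP2C was also lower (log2 fold change -0.61, adjusted p 0.0175, and 0.0552 without general batch 2 replicate 2). TFCP2L1 and ZFP42 did not pass over all genes (adjusted p 0.0754 and 0.654), and DPPA2 did not either (0.133), though it passed with the replicate number as a block (0.0139). TFCP2L1 passed without HHH batch 2 replicate 3 (0.0202), and DPPA2 without HHH batch 1 replicate 3 (0.0160) and without general batch 1 replicate 1 (0.0429). Over all genes 2 of the 5 passed, and 4 of 5 adjusted over the list alone. ARGFX, KLF17 and TBX3 had means under 0.1 CPM in both populations, while NLRP7 was at the limit and just passed it in HHH, with 0.975 ± 0.390 CPM in general and 1.04 ± 0.693 CPM in HHH (SD, n = 5 each), and did not differ (adjusted p 0.951). It followed the batch, with 0.279 to 0.721 CPM in the libraries of batch 1 and 1.00 to 1.82 CPM in those of batch 2. Its log2 fold change was -0.90 in batch 1 alone and 0.31 in batch 2 alone (edgeR interaction, adjusted p 0.186).

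None of the 5 primitive endoderm genes (SOX17, GATA4, GATA6, FOXA2 and APOA2) and none of the 5 gastrulation genes analysed (TBXT, MIXL1, GSC, EOMES and FOXA2) reached a mean of 1 CPM in either population. LHX1 was not analysed here. GATA6 had 0 counts in all 5 HHH libraries, which allows up to 0.0515 to 0.0687 CPM. In general MIXL1 had the highest mean of these genes, 0.397 ± 0.0983 CPM (SD, n = 5). In HHH FOXA2 had the highest mean, 0.657 ± 0.801 CPM, against 0.220 ± 0.385 CPM in general (SD, n = 5 each). Most of its counts lay in batch 1, with 1.67 and 1.37 CPM in the 2 HHH libraries and 0.906 and 0.107 CPM in the 2 general libraries. MIXL1 was the only gene of the 2 lists with enough counts to be tested, and it did not pass (adjusted p 0.363, 0 of 1 adjusted over the list alone). TBXT was left out by the count filter, with at most 9 counts in any HHH library. It had 0.350 ± 0.187 CPM in general and 0.102 ± 0.0455 CPM in HHH (SD, n = 5 each). Within each batch all HHH values of TBXT lay below all general ones, while those of MIXL1 lay above. All 9 post-implantation epiblast genes were expressed in both populations, and 4 of them differed over all genes and adjusted over the list alone. OTX2 (ENSG00000165588, chromosome 14, 56799905 to 56816693) was lower in HHH, with 109 ± 17.8 CPM in general and 39.2 ± 5.57 CPM in HHH (SD, n = 5 each), a log2 fold change of -1.47 (SE 0.11, edgeR adjusted p 2.44e-06). SOX4 was higher (log2 fold change 0.46, adjusted p 0.010). SOX11 was lower (-0.39, adjusted p 0.0390), but kept an adjusted p under 0.05 in 3 of the 10 fits that left out 1 library, and reached 0.120 without HHH batch 2 replicate 2. POU3F1 was the fourth. DNMT3A, DNMT3B, TET1, LIN28A and ZNF281 did not pass, with adjusted p between 0.182 and 0.892.

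Finally, 7 gene sets fixed before the data were examined were tested with camera, which assumes a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 7 sets. Of the adjusted p, 6 were under 0.05, but only the neural and G2/M sets also passed with fry, which keeps the correlation in the data, and with the replicate number as a block the neural set alone did (fry adjusted p 0.00558, and 0.161 for G2/M). The neural set was lower in HHH in 5 of 5 libraries, with a median log2 fold change of -0.38 (-0.57 without HHH batch 2 replicate 1) over 15 tested genes, 13 of them lower (camera adjusted p 1.26e-12, fry 4.94e-04). It passed under each of its 23 alternatives. The study had reported neural genes on these same libraries and the theme of the set came from its text, so the result is not independent evidence. LHX5 was known to be lower when this list was written, and without it the set had a median of -0.36 over 14 genes (camera p 1.54e-09, fry p 1.19e-04, neither adjusted). Of its genes 7 passed over all genes and 9 adjusted over the list alone. The G2/M set was higher in 4 of 5 libraries, with a median of 0.16 and 47 of 54 genes higher (camera adjusted p 5.94e-09, fry 0.0307), 9 genes passing over all genes and 21 adjusted over the list alone. It passed in batch 2 and not in batch 1 alone (camera adjusted p 0.893), and the batches differed (camera on the interaction, adjusted p 1.61e-08, fry 0.0182).

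The other sets passed with camera alone. The 13 mitochondrially encoded mRNAs were all lower in HHH, with a median of -0.36 and 5 of 5 libraries lower (camera adjusted p 3.00e-06, fry 0.108). Of them 2 passed over all genes and 10 adjusted over the list alone. The 76 nuclear genes of oxidative phosphorylation went the other way, 75 of 76 higher with a median of 0.16 (0.074 without HHH batch 2 replicate 3) and 4 of 5 libraries higher (camera adjusted p 1.97e-08, fry 0.146), with 1 gene passing over all genes and 0 adjusted over the list alone, against 24 at an unadjusted p under 0.05. Their median was 0.0055 in batch 1, where the set did not pass (camera adjusted p 0.902), and 0.25 in batch 2, and the batches differed (camera on the interaction, adjusted p 5.62e-08, fry 0.393). Small nuclear and nucleolar RNAs were higher for 278 of 330 genes, with a median of 0.26 (0.098 without HHH batch 1 replicate 2) and 4 of 5 libraries higher (camera adjusted p 3.30e-08, fry 0.188), 23 passing over all genes and 28 adjusted over the list alone. Ribosomal protein genes had a median of 0.12, with 76 of 82 higher and 4 of 5 libraries higher (camera adjusted p 5.04e-05, fry 0.245). None of them passed over all genes (0) or adjusted over the list alone (0), against 12 at an unadjusted p under 0.05. Their median was -0.031 in batch 1 and -0.028 on the deposited log2 values, where the median of all genes was -0.12, and without HHH batch 2 replicate 3 the median was 0.030 and the set lost its call (camera adjusted p 0.0846). The S phase set did not pass (median -0.012, 2 of 5 libraries higher, camera adjusted p 0.819, fry 0.868). None of its 42 genes passed over all genes (0) or adjusted over the list alone (0), against 6 at an unadjusted p under 0.05. Its median ran from -0.053 without HHH batch 2 replicate 3 to 0.033 without HHH batch 1 replicate 3. It was lower in batch 1 alone (camera adjusted p 7.40e-05) and higher in batch 2 alone (0.0220).

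**Figure D4:**
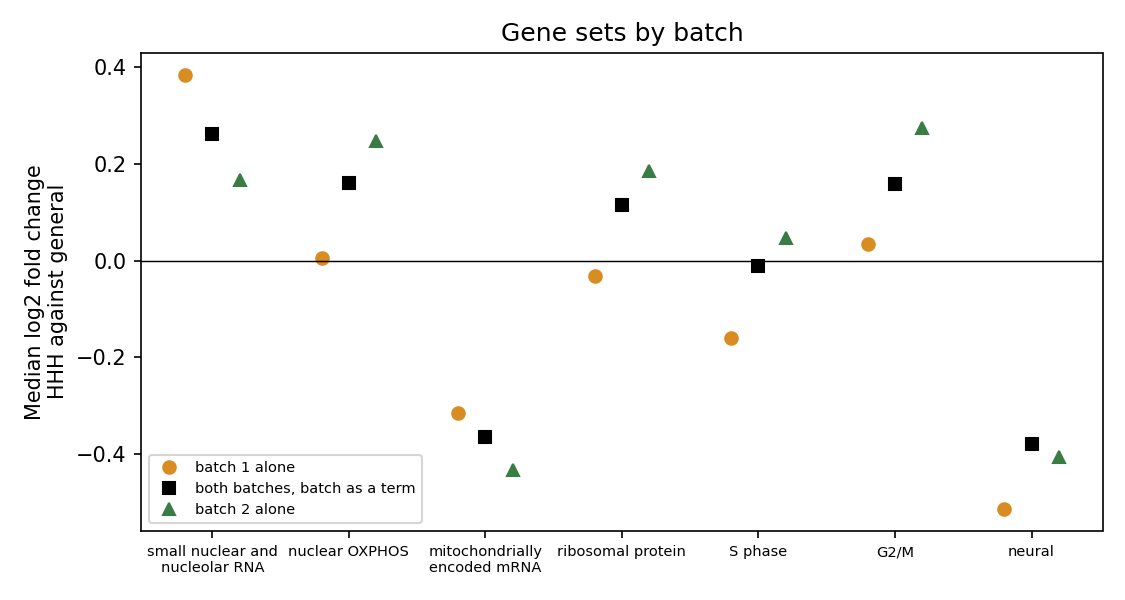
Median log2 fold change of HHH against general over the tested genes of each of the 7 sets (vertical axis), in batch 1 alone, batch 2 alone, and both batches with batch as a term. The neural and mitochondrially encoded sets lie below 0 in both batches, while the oxidative phosphorylation, ribosomal protein and G2/M medians are lower in batch 1 than in batch 2.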

Values the study reported

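The study reported 515 genes that differed between the sorted fraction and the total population at more than 1.5-fold and an adjusted p under 0.05. Of these, 132 were higher and 383 lower in the sorted fraction. The study also reported that 47 of the top 100 genes with higher expression in the general population peaked at the onset of neural differentiation in an earlier dataset.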

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

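Each population's 5 libraries were tested for a value far from the rest, over the named genes and 4 library measures. In 117 such groups 10 values stood out, where about 5.85 are expected by chance, and 5 of the 10 were in HHH batch 1 replicate 3. The test of these below was chosen after the pattern was seen.

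In HHH batch 1 replicate 3, LHX5 had 0.366 CPM against 0.0519 to 0.141 CPM in the other HHH libraries, and FZD8 had 9.0 CPM (393 counts) against 6.32 to 6.86 CPM. Both are lower in HHH than in general, so these values lie toward the general population. MIXL1 was low there (0.343 CPM against 0.515 to 0.550 CPM, 15 counts) and APOA2 was high (0.183 CPM against 0 to 0.0429 CPM, 8 counts). The library also had the lowest total of the HHH libraries, 47.2 M counts against 53.3 to 55.8 M. Leaving it out raised the number of genes changed at 1.5-fold to 963. General cells among the sorted ones were tested as a source, on genes called lower in batch 2 alone, since a mixture would give strongly and weakly lower genes the same share of general RNA. The 26 genes lower by more than 4-fold gave a share of 6.35% (95% bootstrap interval -1.75 to 13.9), and the 422 genes lower by 1.5 to 2-fold gave 50.5% (40.4 to 60.9). Genes weakly lower in batch 2 can be less lower in batch 1 without any mixture, and no reference without a mixture was at hand, so the 2 shares do not decide and general cells in this library remain open. The measure was revised once after its first result, because choosing genes by their level in the other HHH library of batch 1 had biased the weakly lower genes. Lower depth widens the counting error, and the 393 counts of FZD8 leave little of it, so depth alone was not a sufficient source for FZD8. A difference in the state of the sorted cells remains open as well and was not tested.

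In general batch 1 replicate 2, mitochondrially encoded genes took 0.267% of the counts (95% Wilson interval 0.266 to 0.268), against 0.377% to 0.407% in the other general libraries. The HHH library of the same batch and number had the lowest share of its population as well, 0.234% (0.233 to 0.235). FOXA2 in the same general library had 0.906 CPM against 0 to 0.107 CPM, and RNVU1-34 had 1.48 CPM against 0.117 to 0.460 CPM. For FOXA2 and RNVU1-34 the HHH libraries of batch 1 were above those of batch 2 too, so the values follow the batch in part. No explanation was tested for these 3 values.

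BMP2 in general batch 1 replicate 1 had 4.87 CPM against 7.01 to 7.40 CPM in the other general libraries, and FRZB in HHH batch 2 replicate 3 had 1.75 CPM against 1.44 to 1.52 CPM. Neither value crosses into the range of the other population. No explanation was tested for them.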

How the results depend on the processing

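Over all alternatives, 1095 of 1346 recomputed values kept their direction and their side of the threshold or stayed within 1.5 times the reported count. The neural set passed under all 23 of its alternatives, with adjusted p from 4.02e-19 to 0.00558, and the mitochondrially encoded and small RNA sets under all but fry with and without the replicate block. The causes of the changes below were not tested, unless the alternative itself tests fewer genes or libraries or sets a stricter threshold.

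Without the batch term, 151 genes changed at 1.5-fold, 18 higher and 133 lower, and 168 at any fold. Of the 151 genes, 150 were among the 701. With library size only, 99 genes were higher. With no filter beyond a nonzero total, 1114 genes changed at 1.5-fold, 371 of them higher, and 2423 at any fold. At an adjusted p under 0.01 there were 440 genes, 71 of them higher, and 616 at any fold. A fold over 2 left 265 genes, 25 higher and 240 lower. The test against a 1.5-fold change left 132 genes, 1 higher and 131 lower.

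On the deposited log2 values with batch as a term, 39 genes were higher and 864 lower. Without a batch term 1105 changed, 69 higher and 1036 lower. The deposited values have the batch means already removed, so a fit without the batch term counts degrees of freedom that are no longer there. With each library centred on its median the table gave 575 genes, 128 higher and 447 lower, of which 531 were among the 701, and 896 at any fold, so the excess of lower genes over the counts came from the scaling of that table.

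In batch 1 alone 136 genes changed at 1.5-fold, 69 higher and 67 lower, and 136 at any fold. In batch 2 alone 1178 changed, 235 higher and 943 lower, and 3166 at any fold. In batch 1 alone the oxidative phosphorylation set (adjusted p 0.902) and the G2/M set (0.893) lost their calls, the ribosomal protein set changed direction (0.893), and the S phase set passed (7.40e-05). In batch 2 alone the S phase set changed direction (0.0220). Fry gave adjusted p of 0.188 for small RNAs, 0.146 for oxidative phosphorylation, 0.108 for mitochondrially encoded mRNAs and 0.245 for ribosomal proteins. With the replicate block, fry gave 0.161 for small RNAs, oxidative phosphorylation, ribosomal proteins and the G2/M set, 0.0618 for mitochondrially encoded mRNAs, 0.00558 for the neural set, and 0.770 for the S phase set, whose direction changed.

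The replicate block gave 819 genes changed at 1.5-fold, 204 higher and 615 lower, and 1636 at any fold, and 585 of the 819 were among the 701. It changed the calls of CD9, SOX2, LEFTY2, POU3F1, DPPA2 and MIR762 given above, the sign of NLRP7 (log2 fold change 0.043) and the direction of the S phase set (adjusted p 0.432), and no other camera call or named gene. With fry, the G2/M set lost its call with the block, as given above. With the block and the GC correction together, 246 genes were higher and 2412 changed at any fold.

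For the interaction of batch and population, DESeq2 gave 844 genes. The GC correction gave 17. The interaction was also fitted with the replicate block, with and without the GC correction, but in batch 1 that fit rests on 1 pair of libraries, so its counts are not used here. The correlation of the batches across genes fell to 0.234 over genes with at least 1 CPM in at least 5 libraries. The S phase set changed direction with no filter as well (0.925).

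Leaving out 1 library at a time gave from 523 to 963 genes changed at 1.5-fold, from 102 to 249 higher, from 421 to 714 lower, and from 808 to 2347 at any fold. The highest values were all without HHH batch 1 replicate 3. The interaction ran from 25 to 114 genes over the 6 fits that each left out 1 batch 2 library. The adjusted p of the ribosomal protein set ran from 2.45e-07 to 0.0846, highest without HHH batch 2 replicate 3, and that of the S phase set from 0.0997 to 0.959, with its direction changing in 5 of the 10 fits. The other 5 sets kept their calls in all 10.

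Among the named genes, signs changed only for genes that did not pass the threshold in the report. FZD3 was negative with no batch term (-0.011), RLE scaling (-0.00065), library size only (-0.033), batch 1 alone (-0.12), the GC correction (-0.056), the block with the GC correction (-0.053) and the deposited values (-0.14), and in 5 of the 10 fits that left out 1 library, which ran from -0.033 to 0.056. NLRP7 was positive with no batch term (0.10), batch 2 alone (0.31), voom (0.038) and the block with the GC correction (0.079), and in 5 of the 10 fits that left out 1 library, which ran from -0.20 to 0.11. ZNF281 was negative with library size only (-0.017), batch 1 alone (-0.072), the GC correction (-0.0038), the block with the GC correction (-0.026) and the deposited values (-0.12). In batch 1 alone CD9 (-0.10), POU5F1 (-0.12), ZFP42 (-0.063) and DNMT3B (0.19) changed sign, and DNMT3B did so in 2 of the 10 fits that left out 1 library, which ran from -0.10 to 0.034. On the deposited values POU5F1 (-0.0039), ZFP42 (-0.056) and DNMT3A (-0.031) changed sign. Of the 1056 values of named genes under alternatives, 876 kept direction and side, 133 lost the threshold and 11 gained it. Batch 1 alone, with 2 libraries per population, accounted for 22 of the losses, and no batch term for 20.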

Other observations

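The 100 splits were planned before their results were seen. The GC correction was added after the data had been seen, though its use on the excess of lower genes was set before that result. The test of the interaction against GC content in its present form and the splits of the pairs with the replicate block were chosen after the results were seen, and the ERK and stress lists were written after a first look at the fit. From all ways to split the 10 libraries into 5 and 5, 100 were drawn, the real one included. Only the real split (1 of 100) gave as many as 701 genes changed at 1.5-fold, and only the real split (1 of 100) gave as many as 1373 at any fold. The largest other split gave 113, and 98 of the others gave fewer than 10. Unlike the real split, many had unequal numbers of batch 1 libraries on their sides. In these the grouping overlaps with the batch term, which lowers the power and can give fewer calls by itself. The split with 113 genes had equal numbers of batch 1 libraries on its sides. Among the 12 drawn splits that part all 4 pairs, the real one (1 of 12) was the largest and the next gave 3 genes, but so few splits cannot give a share under 0.05.

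The set tests fared otherwise. A camera p as small as the real one arose in 1 of 100 splits for the neural set, in 14 for the G2/M set, in 25 for mitochondrially encoded mRNAs, in 31 for oxidative phosphorylation, in 41 for small RNAs, in 55 for ribosomal proteins and in 100 for the S phase set. Genes of these sets vary together between libraries whatever their population, and camera's preset correlation leaves this out. Of the 7 sets, the neural set alone stood apart from the other groupings drawn, and since its theme came from the study's report on these libraries, that is not independent evidence. These splits ignore the pairing by replicate number, and many are unbalanced over the batches. With the replicate block, the splits that part the 4 pairs make 8 distinct tests. A fry p as small as the real one arose in 1 of 8 for the neural, mitochondrially encoded, oxidative phosphorylation, small RNA and ribosomal protein sets, in 2 of 8 for the G2/M set and in 6 of 8 for the S phase set. With camera it was 1 of 8 for the neural set, 2 for the mitochondrially encoded and G2/M sets, 3 for oxidative phosphorylation, 4 for small RNAs and ribosomal proteins and 6 for the S phase set. A share of 8 splits is never under 0.05, so this count decides for no set. Mitochondrially encoded mRNAs were lower in HHH and nuclear oxidative phosphorylation genes higher, and whether either exceeds the variation between pairs stays open, with a fry adjusted p of 0.0618 and 0.161 with the block, against 1.71e-09 to 0.108 and 1.91e-13 to 0.902 over all alternatives.

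The interaction of batch and population followed GC content. The 183 genes had a median GC content of 62.8%, against 47.9% for all tested genes, and across genes the interaction log2 difference fell with GC content (Spearman's rho -0.44 across genes, which are not independent). A GC correction per library left 17 genes. It also brought the rho to 0.027, but removing the trend does so by construction, so the rho adds no evidence. Going by the 17 genes left, a GC bias of the libraries may account for most of the 183. Such a fall is not specific to GC content, since the count was 25 without general batch 2 replicate 3. At an unadjusted p under 0.05 (edgeR interaction) the correction left 2978 genes, against 4447 before it, so the part that GC content accounts for is uncertain. The correction would also remove a biological difference that follows GC content. The G2/M, S phase, oxidative phosphorylation, ribosomal protein and small RNA sets differed between batches after the correction (camera adjusted p 1.98e-06, 1.94e-04, 1.29e-09, 2.92e-07 and 0.00168), with the same reserve about camera.

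More genes were lower than higher in HHH, and a GC bias was tested as a source of this excess. After the correction, 77.0% of the 713 genes called were lower, and in the fit with the replicate block 71.0% were. The excess remained, which argues against GC content as its source. The excess was also there under each scaling, with 78.6% lower with RLE, 82.3% with the upper quartile, 84.9% with library size only, 95.7% on the deposited log2 values and 77.7% on these after centring. In batch 1 alone there was no excess, with 49.3% of 136 genes lower, against 80.1% of 1178 in batch 2 alone. No source of the excess was found.

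Several ERK feedback genes were higher in HHH besides DUSP6, SPRY2 and DUSP5. A list of 8 picked from the top of the fit (DUSP6, ETV4, ETV5, SPRY4, IL17RD, IER3, ERRFI1 and MYC) had a median log2 fold change of 0.64, and all 8 passed, which is how they were picked. The test was a list of 11 other ERK targets not looked at before. Their median was 0.21, 8 of 11 were higher, and 1 passed upward (SPRED1) and 1 downward (FOSL1). The camera p was 0.0649, 0.0558 with the replicate block and 0.0352 with the block and the GC correction, so the list does not decide whether ERK activity differed. The immediate early gene EGR1 went the other way, with 12.2 ± 5.94 CPM in general and 5.0 ± 1.12 CPM in HHH (SD, n = 5 each), a log2 fold change of -1.19 at an adjusted p of 2.88e-04 (edgeR), chosen for mention after its value was seen. Stress from dissociation and sorting was a candidate explanation for the higher ERK targets. The list of 18 stress and immediate early genes had a median of -0.013, with 9 higher and 9 lower (camera p 0.452), which decides nothing, and the sorted and unsorted cells differ in handling by design. Activity of the pathway and stress cannot be told apart here.

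Some genes named in the study's text went against its description in whole or in part. FZD3 is named as lower in the sorted fraction and did not differ here. POU3F1 is named as higher and was so in batch 1, with little change in batch 2. NLRP7 is named as not expressed in the sorted fraction, and its HHH mean of 1.04 CPM was just over the level taken here, with all batch 1 libraries under it. Others were expressed as described, and their lower level in HHH is not against it. PRDM14 is named as expressed in the sorted fraction, and it was, at a lower level than in the general population in both batches (log2 fold change -0.92 and -1.06). OTX2 was likewise expressed in both and lower in HHH. No explanation was tested for these.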
